A study of Mus musculus with 2 samples. Its data were reported in "Chromosomal instability induced in cancer can enhance macrophage-initiated immune responses that include anti-tumor IgG" (2024).

How the data were processed

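Bone marrow-derived macrophages (BMDMs) of C57BL/6 mice were differentiated for 7 days with macrophage colony-stimulating factor (M-CSF) at 20 ng/ml. They were then given conditioned medium from B16F10 mouse melanoma cells, mixed with an equal volume of fresh medium, for 24 hr. The BMDMs were processed as single cells on the 10x Genomics Chromium platform. The melanoma cells had been treated either with DMSO, the solvent, or with reversine, an inhibitor of MPS1, the kinase that holds the mitotic spindle checkpoint (MPS1i). The sample labels give female mice, and the study's list of resources gives males for its C57BL/6J mice, so the sex of the donors is not settled here. Each condition was 1 library of cells. The control-medium library carries only the word control in its title, and the protocol names DMSO-treated cells as the comparator.

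The authors aligned the reads and counted molecules with Cell Ranger 5.0.1 on mm10, per the submitters' processing notes. They deposited a filtered matrix of counts per library, in which each value is the number of unique molecular identifiers (UMIs) of a gene in a cell barcode. These deposited counts were not normalized and held 32285 genes and 2282 barcodes. The study's later steps in Seurat (log-normalization, clustering and marker tests over cells) are not part of the deposited files and were not used here. Gene symbols and identifiers are those of the files, and 99.6% of the identifiers were found in GENCODE vM21, from which the GRCm38 coordinates (1-based) were taken.

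Cells with at least 1400 genes and under 15% mitochondrial UMIs were kept, as in the study. The median depth of the kept cells was 16608 UMIs in the control-medium library and 7745 UMIs in the MPS1i-medium library, so single cells of the second library were measured with less precision. The summed depths were close, at 11350302 and 11865091 UMIs. UMIs were summed over the kept cells of a library and scaled over all genes to CPM, a gene's UMIs relative to the same fixed total in both libraries. Each gene was compared as the ratio of MPS1i-medium over control-medium CPM. CPM values carry exact Poisson intervals, ratios carry exact conditional-binomial intervals and shares carry exact Clopper-Pearson binomial intervals, all at 95%. These intervals cover counting error only, and they leave out differences between cultures and the clumping of a gene's UMIs in a few cells. For a count of 0, the limit given is that of 3 counts. With 1 library per group there was no replicate check, no p-value was computed, and every comparison is between 2 libraries and not between conditions. The tests over single cells that the study ran were not repeated, since cells of 1 library are not replicates.

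Gene lists and cell type markers were fixed before the data were examined. A list member was measured when its higher library had at least 5 CPM. It was counted as higher or lower when its ratio was at least 1.5 in that direction and the interval left out 1. A list was also described by the median log2 ratio of its measured members, with a counting interval from 2000 redraws of the counts, and by the percentile of that median among 10000 random lists of the same size, matched on mean expression in 20 bins. There were 27 gene lists and 12 marker lists. The rule for the genes named in the text was also fixed before. It takes the 14 highest and the 14 lowest ratios, ranked by the interval bound nearer to 1, among genes with at least 50 CPM in the higher library, without mitochondrial, ribosomal protein and haemoglobin genes and models without a gene name. It adds the 2 highest and the 2 lowest measured members of each gene list by the same bound, and the genes Mrc1, Ccl2, Ccl4, Ccl7, Cd86, Cd163, Cd274, Arg1, Il6, Pdcd1, Sirpa, H2-Aa, H2-Ab1, H2-Eb1 and Cd74. The study's text names these genes or speaks of their proteins, except that it speaks of MHC class II without naming H2-Aa, H2-Ab1, H2-Eb1 or Cd74. Other genes are named as list members, as markers or as the leading genes of a cluster. Some genes that the rule takes are counted in their lists but are not reported here.

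For cell cycle genes per cell, each cell was thinned to 4000 UMIs and shallower cells were left out. A cell was classed as cycling with UMIs of at least 3 of the 66 genes of the S and G2M lists. For clusters, both libraries were log-normalized to 10000 and reduced to 2000 variable genes and 30 principal components, and a graph of 20 nearest neighbours was partitioned with the Leiden algorithm at the lowest resolution, in steps of 0.05, that gave 4 clusters, the number in the study (0.15). The 3 polarisation lists were left out of the variable genes so that their levels could be compared between clusters. Clusters were numbered by size, and they are not the study's clusters of the same numbers. Clusters with fewer than 20 cells in a library were left out of comparisons between clusters. Scrublet called 8 doublets (1.24%) in the control-medium library and 4 (0.282%) in the MPS1i-medium library, and they were kept.

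The steps were tested on simulated data. For the comparison of the summed UMIs of both libraries, with 9564 genes of at least 5 CPM, 95.7% of 93 genes simulated with a 2-fold difference and all 107 with a 4-fold difference were counted, as were 0.278% of 9364 genes with no difference, and 95.5% of the intervals held the simulated ratio. In the test of the clustering, 100% of 600 simulated cells of 2 populations were put back in their population. The simulated counts were Poisson draws with no differences between cultures and no clumping of UMIs in a few cells. For the clustering, depths were drawn from both libraries pooled. So these tests cover neither culture effects nor the gap in depth per cell. The alternatives were other cell filters, doublets removed, equal weight per cell, thinned cells, TMM scaling, a total without mitochondrial and ribosomal protein genes, non-cycling cells only, other CPM minimums and ratios, other thresholds for a cycling cell, and other clusterings. Those with at least 10 cycle genes, with cluster 0 only and without the stromal-like cluster were chosen after the data were seen. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for the TMM factors.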

Results

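To ask whether factors secreted by chromosomally unstable melanoma cells act on macrophages, BMDMs were given conditioned medium from DMSO-treated or MPS1i-treated B16F10 cells and their transcripts were measured cell by cell. There was 1 control-medium library and 1 MPS1i-medium library. The control-medium library held 745 cell barcodes, of which 648 (87.0%, 84.4 to 89.3%) passed the filter of at least 1400 genes and under 15% mitochondrial UMIs. The MPS1i-medium library held 1537 barcodes, of which 1419 (92.3%, 90.9 to 93.6%) passed. Of the barcodes that failed, 86 and 116 had too few genes, and 74 and 48 had too many mitochondrial UMIs. A median cell had 16608 UMIs and 4150 genes in the control-medium library and 7745 UMIs and 2639 genes in the MPS1i-medium library, a 2.14-fold gap in depth. The median mitochondrial share was 5.49% and 5.33%. Ranges in parentheses are 95% counting intervals, and there are no replicates.

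The cells of both libraries carried macrophage transcripts. All 10 macrophage markers were measured and none differed by 1.5-fold, including Adgre1, which encodes F4/80 (481 and 488 CPM in the control-medium and MPS1i-medium libraries), Cd68 (866 and 892 CPM) and Csf1r, the receptor of M-CSF (527 and 674 CPM). Of the 9 monocyte markers 4 were measured, with the factor XIII gene F13a1 higher in the MPS1i-medium library (8.81 and 18.3 CPM) and the matrix gene Vcan lower (6.87 and 3.96 CPM), and 3 cells held 59.0% and 24.0% of the F13a1 UMIs. Their median log2 ratio was -0.41, at percentile 7.67 of the random lists. Ly6c2, a marker of blood monocytes, was seen in 0 of 648 and 0 of 1419 cells, which allows up to 0.463% and 0.211% of cells with a UMI. T and NK cell markers summed to 0.0881 and 0.674 CPM, erythroid markers to 0.176 and 0 CPM (a count of 0 allows up to 0.253 CPM) and mast cell and basophil markers to 2.82 and 0.759 CPM. Neutrophil markers summed to 18.5 and 22.8 CPM and dendritic cell markers to 17.5 and 16.4 CPM. Of the B cell and plasma cell markers only Ighm was measured (19.1 and 32.8 CPM), and of the megakaryocyte markers only Pf4, which macrophages also express (707 and 740 CPM). Melanoma markers summed to 5487 and 6217 CPM, nearly all from Gpnmb, which macrophages express (5393 and 6120 CPM). The pigment cell genes Pmel (5 and 6 UMIs), Tyrp1 (6 and 8 UMIs) and Dct (1 and 1 UMIs) were close to 0. Stromal markers came from a small population. Of 7 measured stromal markers 3 were lower in the MPS1i-medium library and the median log2 ratio was -0.31 (percentile 6.78), with the collagen gene Col1a2 at 88.0 and 70.9 CPM. Endothelial markers summed to 4.05 and 15.5 CPM, and all 54 UMIs of the endothelial gene Emcn lay in 1 cell of the MPS1i-medium library.

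The first comparison asked whether the medium of MPS1i-treated cells went with more M1-like and less M2-like transcripts. Mrc1, which encodes the mannose receptor CD206 (chromosome 2, 14229392 to 14332057, GRCm38, GENCODE vM21), was 1.61-fold lower in the MPS1i-medium library (1.54 to 1.68), at 483 and 301 CPM. Its ratio was 0.799 in non-cycling cells and 0.721 in cluster 0, where the difference was under 1.5-fold. The monocyte chemoattractants Ccl2 (chromosome 11, 82035571 to 82037453) and Ccl7 were 1.91-fold (1.79 to 2.03) and 1.67-fold (1.51 to 1.85) lower, at 254 and 133 CPM for Ccl2 and 89.4 and 53.4 CPM for Ccl7. UMIs of Ccl2 were seen in 230 of 648 and 197 of 1419 cells, which differ in depth. Ccl2 was at a ratio of 0.781 in cluster 0 but stayed within its interval in non-cycling cells. Ccl7 was at 0.842 in cluster 0 and near equal in cells classed as non-cycling, at a ratio of 1.06. Other alternatives gave larger differences, with Ccl2 and Ccl7 at ratios of 0.451 and 0.431 with the mean of cell CPM. In thinned cells the ratios were 0.471 and 0.523. Ccl4 was 1.16-fold lower (1.09 to 1.23), and Cd274, which encodes the checkpoint ligand PD-L1, was 1.35-fold higher (1.16 to 1.57). In the list of M2 genes named in the study's text, 3 of 9 measured members were lower, 0 higher and 6 neither, with a median log2 ratio of -0.39 (-0.50 to -0.29) at percentile 0.01 of the random lists. Within cluster 0 none of the 9 was counted as lower, but the median was -0.25 (-0.37 to -0.21), an interval that left out 0. Within cluster 1 the median was -0.14 (-0.49 to 0.28). In a run with 6 clusters, the medians within clusters 0 to 4 were -0.08, 0.04, -0.15, -0.11 and -0.07, and every interval held 0. The study named the genes of this list from its whole-tumor RNA-sequencing, and Mrc1, Ccl2, Ccl4 and Ccl7 also from these same libraries. So this list is not fully independent evidence of its direction here.

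In the general list of alternative activation genes, 12 of 23 members were measured and the lower Mrc1 stood beside a higher Clec10a, a lectin of alternatively activated macrophages (1.95-fold, 1.49 to 2.57, and 1.30-fold in non-cycling cells). The other 10 members were neither, among them the scavenger receptor gene Stab1 (284 and 207 CPM) and the transcription factor gene Egr2 (20.97 and 29.84 CPM). The median log2 ratio was -0.08 (-0.13 to -0.00) at percentile 26.6, and it turned to 0.04 in non-cycling cells and to 0.08 without the stromal-like cells. Of 24 M1 and inflammatory genes only 6 were measured, with 0 higher, 1 lower and 5 neither. Their median log2 ratio was 0.11 (-0.10 to 0.24) at percentile 89.7, which turned to -0.34 with no CPM minimum. Within cluster 0 the M1 median was 0.15 (-0.10 to 0.26), and within cluster 1 it was 0.55 (0.11 to 0.90). In the run with 6 clusters, the medians within clusters 0 to 4 were 0.09, 0.50, 0.34, 0.20 and 0.79. Only the interval of cluster 4 (0.24 to 1.36) left out 0. The lower member was Marcksl1 (1.55-fold, 1.31 to 1.83), at a ratio of 0.747 in non-cycling cells and under 1.5-fold in 2 other alternatives. Ccl5, counted as neither over all cells (12.86 and 10.87 CPM), stood at ratios of 0.296 in cluster 0 and 0.165 in non-cycling cells. Its levels in cluster 0 were 20.67 and 6.127 CPM. Irf5, a transcription factor of inflammatory macrophages, stood at 103 and 120 CPM, the costimulatory gene Cd80 at 7.58 and 10.4 CPM, and Tnf at 13.9 and 13.8 CPM. The inducible nitric oxide synthase gene Nos2 had 0 and 1 UMIs, Il6 had 1 and 0, Il1b had 4 and 11, and Il12b had 0 in both. Cd86 stood at 4.32 and 4.63 CPM. The M2 genes Arg1 (1 and 5 UMIs) and Cd163 (5 and 7 UMIs) were close to 0, and Pdcd1 had 0 UMIs in 648 and 1419 cells. Counts this low leave wide intervals, as for the ratio of Arg1, 4.78 (0.535 to 226), which was 2.73 with the mean of cell CPM and 3.08 in cluster 0.

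**Figure D1:**
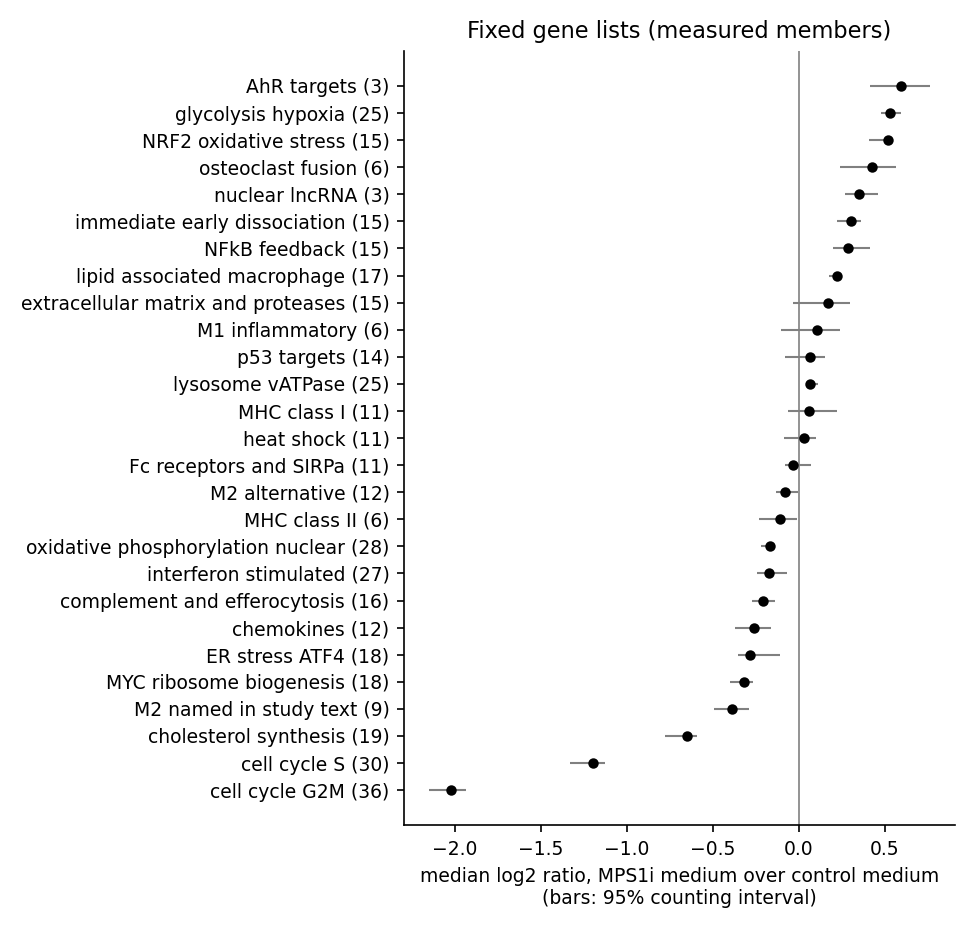
Median log2 ratio of the measured members of each fixed gene list, MPS1i-medium over control-medium library (horizontal axis, 1 point per list, bars are 95% counting intervals, number of measured members in parentheses). The cell cycle lists lie lowest, at -2.02 and -1.20, and the glycolysis and hypoxia list lies at 0.53.

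Antigen presentation genes were mixed. The MHC class II genes H2-Aa (35.7 and 29.7 CPM), H2-Ab1 (24.9 and 18.9 CPM) and H2-Eb1 (20.4 and 13.1 CPM) were 1.203-fold (1.04 to 1.39), 1.32-fold (1.104 to 1.581) and 1.57-fold (1.27 to 1.93) lower in the MPS1i-medium library, and Cd74, the invariant chain, stood at 120 and 123 CPM. They came from few cells: H2-Aa had UMIs in 29 of 648 and 62 of 1419 cells. In this list 1 of 6 measured members was lower and 5 were neither, with a median log2 ratio of -0.11 (percentile 27.5). The median was 0.00 in thinned cells and -2.07 in non-cycling cells, where H2-Aa, H2-Ab1, H2-Eb1 and Cd74 stood at ratios of 0.232, 0.239, 0.138 and 0.436. In cluster 0 the ratios of H2-Aa, H2-Ab1 and H2-Eb1 were 0.545, 0.460 and 0.334, and H2-Eb1 was under 1.5-fold with the mean of cell CPM. Of 11 measured MHC class I genes none was counted, with H2-D1 (1276 and 1716 CPM) and B2m (1881 and 2340 CPM) toward the MPS1i-medium library, Tap1 (35.0 and 25.5 CPM) toward the control-medium library and a median of 0.06 (percentile 84.5). Of 11 measured Fc receptor and SIRPα genes none was counted, including Sirpa, the receptor of CD47 (1158 and 1091 CPM), and Fcgr1 (85.46 and 71.98 CPM), with a median of -0.03 (percentile 51.1). None of 16 measured complement and efferocytosis genes was counted, with a median of -0.21 (percentile 0.34). Gas6, a bridging protein for the uptake of dead cells, stood at 628 and 436 CPM there, and the complement receptor gene C3ar1 at 797 and 1068 CPM.

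Among signalling lists, interferon-stimulated genes leaned lower in the MPS1i-medium library over all cells, but not in every cluster, and NF-κB feedback genes leaned higher. Of 27 measured interferon-stimulated genes 4 were lower (Ifit2, Usp18, Cmpk2 and Irgm1), 0 higher and 23 neither, with Ifit2 1.61-fold (1.29 to 2.03) and Irgm1 1.51-fold (1.29 to 1.77) lower, and at ratios of 0.849 and 0.681 in non-cycling cells. Irgm1 was under 1.5-fold in 5 other alternatives. The median was -0.17 (percentile 4.07), and 0.05 in non-cycling cells. Within 6 clusters it was 0.21, 0.35 and 0.74 in the 3 largest and -0.26 and -0.68 in the next 2. Ifit2 stood at 730 CPM in 22 cells (8 control-medium and 14 MPS1i-medium) that formed a cluster of the 4, against 6.49 CPM in all other cells. Rsad2 stood at 1958 CPM in these cells and was among the leading genes of the third-largest of the 6 clusters. So the 0.74 and the values over all cells may rest in part on few cells. Of 15 measured NF-κB feedback genes 2 were higher, 0 lower and 13 neither, with a median of 0.28 (percentile 100) that was 0.14 in non-cycling cells. Within the 6 clusters the NF-κB median was 0.11, 0.07 and 0.11 in the 3 largest, with intervals that held 0, and 0.31 and 0.66 in the next 2. The higher members were Ier3 (1.88-fold, 1.67 to 2.12) and Zc3h12a, an RNase that limits inflammatory transcripts (1.52-fold, 1.16 to 1.98). Of 12 measured chemokine genes 3 were lower (Ccl2, Ccl7 and Ccl12) and 9 neither, with a median of -0.26 (percentile 0.65). Ccl12 was 6.33-fold lower (3.87 to 10.9), at 10.1 and 1.60 CPM. Cxcl16 stood at 63.2 and 81.2 CPM.

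The second comparison was of the cell cycle, and it held the 2 lowest list medians. Of 36 genes of the G2M list 35 were lower in the MPS1i-medium library, and of 30 genes of the S list 28 were lower. None was higher in either list. Ube2c, which drives the exit from mitosis (chromosome 2, 164769898 to 164778822, gene ENSMUSG00000001403), was 6.08-fold lower (5.15 to 7.22), and Birc5, which encodes survivin (chromosome 11, 117849251 to 117855743), was 6.10-fold lower (5.14 to 7.27). The proliferation marker Mki67 stood at 167 and 31.0 CPM, the topoisomerase gene Top2a at 245.5 and 54.9 CPM, and the replication cofactor gene Pclaf at 110 and 22.8 CPM. The histone gene Hist1h1b, Cdca3, the kinetochore genes Spc25, Cenpf and Cenpe, the cytokinesis genes Racgap1 and Prc1, and the tubulin regulator gene Stmn1 were also among the 14 lowest, at 4.04-fold to 5.66-fold lower. In the S list, Uhrf1 and Cdc45 were 4.16-fold (3.404 to 5.107) and 4.24-fold (2.90 to 6.37) lower, and Pcna was 1.31-fold lower (1.27 to 1.34). The median log2 ratio was -2.02 (-2.15 to -1.94) for the G2M list and -1.20 (-1.33 to -1.13) for the S list, both at percentile 0. In cells classed as non-cycling, which hold few of these transcripts by construction, the medians were -0.02 and -0.37, and Hist1h1b, Spc25, Top2a and Cenpe turned to ratios of 1.21, 1.67, 1.35 and 1.47. Ube2c, Birc5, Mki67, Pclaf, Racgap1 and Stmn1 stood at 0.263, 0.351, 0.446, 0.526, 0.351 and 0.671 there, and Cdc45 at 0.105. In cluster 0 the ratios of Prc1 and Uhrf1 were 1.001 and 0.484, and that of Cdca3 was 0.311 in thinned cells.

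Counted by cell after thinning to 4000 UMIs, 73.4% (69.8 to 76.8%) of 640 control-medium cells and 55.1% (52.5 to 57.8%) of 1371 MPS1i-medium cells had UMIs of at least 3 cell cycle genes, with 8 and 48 shallower cells left out. Without thinning the shares were 97.99% and 83.3%. The class is a range and not a type, since 43.9% and 63.8% of the cells had 2 to 4 of the genes. With at least 5 genes the shares were 44.4% (40.5 to 48.3%) and 19.4% (17.3 to 21.6%). With at least 10 genes, a threshold chosen after the data were seen, they were 26.7% (23.3 to 30.3%) and 5.98% (4.79 to 7.37%).

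**Figure D2:**
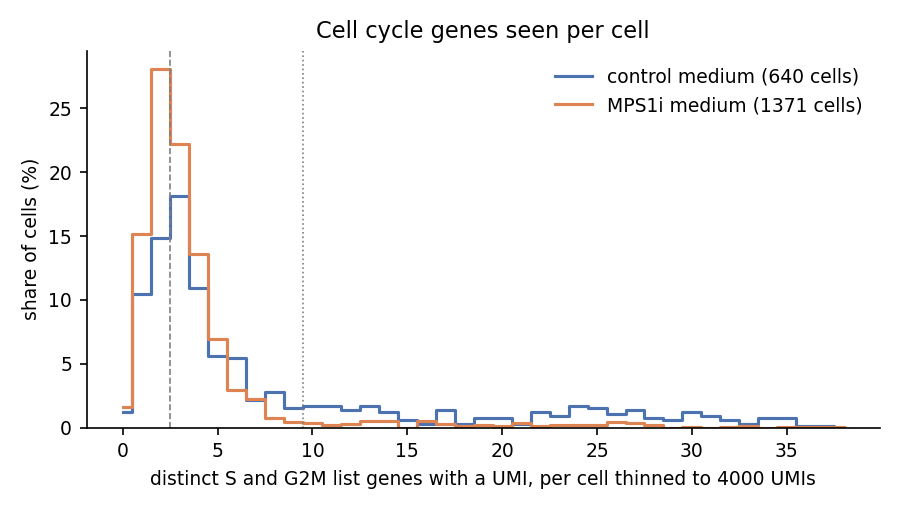
Share of cells (vertical axis, percent) by the number of distinct S and G2M list genes with a UMI in a cell thinned to 4000 UMIs (horizontal axis), for 640 control-medium cells and 1371 MPS1i-medium cells. The dashed line marks 3 genes and the dotted line 10 genes, to the right of which lie 26.7% of control-medium and 5.98% of MPS1i-medium cells.

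Glucose metabolism, hypoxia and oxidative stress genes were among the higher ones. All 25 glycolysis and hypoxia genes had log2 ratios above 0, and 11 of them were counted as higher in the MPS1i-medium library, 0 as lower and 14 as neither. Bnip3, a hypoxia-induced mitophagy receptor (chromosome 7, 138890836 to 138909519), was 2.32-fold higher (2.14 to 2.51), the glucose transporter gene Slc2a1 2.06-fold (1.87 to 2.27), the lactate exporter gene Slc16a3 2.02-fold (1.87 to 2.17) and hexokinase gene Hk2 1.90-fold (1.75 to 2.07). Egln3, an oxygen-sensing hydroxylase, stood at 9.25 and 31.0 CPM, at a ratio of 3.35 that was 2.06 in non-cycling cells, and Vegfa at 55.0 and 102 CPM. The median log2 ratio was 0.53 (0.48 to 0.59) at percentile 100. Genes of nuclear-encoded oxidative phosphorylation leaned lower by less than 1.5-fold, with none of 28 counted, 27 below 0 and a median of -0.17 (percentile 0.12). Uqcrq stood at 444 and 329 CPM.

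Of 15 NRF2 and oxidative stress genes 7 were higher, 2 lower and 6 neither, with a median of 0.52 (0.41 to 0.55) at percentile 100. The median was 0.26 in non-cycling cells and 0.32 with the mean of cell CPM. Within 6 clusters it was -0.15 (-0.34 to -0.09) in the second largest and 0.14 to 0.38 in the other macrophage clusters. The cystine transporter gene Slc7a11 (chromosome 3, 49892526 to 50443614) was 3.16-fold higher (2.69 to 3.73) and 1.77-fold higher in non-cycling cells. The peroxide scavenger gene Prdx1 was 1.95-fold higher (1.94 to 1.97), at 6145 and 12001 CPM, with 1.42-fold in non-cycling cells, and Gclm, a subunit of the enzyme that starts glutathione synthesis, stood at 366 and 613 CPM. The metallothionein genes Mt2 and Mt1, which bind metals, were the lower members, at 2.36-fold (2.10 to 2.65) and 1.57-fold (1.51 to 1.63), and Mt1 was under 1.5-fold in non-cycling cells, at a ratio of 0.820, in cluster 0 and with the mean of cell CPM. Glutathione transferase genes Gsta3 and Gstm1 were also among the 14 highest, at 2.40-fold (2.07 to 2.80) and 1.77-fold (1.71 to 1.84), with Gsta3 at 1.204-fold and Gstm1 at 1.31-fold in non-cycling cells.

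The other genes among the 14 highest were Procr, Cdkn1c, Clec4n, Uchl1, Mmp12 and Polr2l. Procr, the endothelial protein C receptor gene (chromosome 2, 155751117 to 155755471, gene ENSMUSG00000027611), had the highest lower bound of the ratio among genes of at least 50 CPM, at 3.57-fold (3.02 to 4.24). Cdkn1c, which encodes the cell cycle inhibitor p57 (chromosome 7, 143458339 to 143461050), was 3.45-fold higher (2.986 to 3.999) and 1.80-fold higher in non-cycling cells, and its UMIs lay in 62 of 648 and 159 of 1419 cells. Clec4n, which encodes the fungal receptor dectin-2, stood at 109 and 317 CPM. Mmp12, macrophage elastase, stood at 2556 and 5379 CPM, with a ratio of 2.10 (2.08 to 2.13) that was 1.26 in non-cycling cells. Uchl1, a deubiquitinating enzyme gene, and Polr2l, an RNA polymerase subunit gene, were 2.83-fold (2.47 to 3.26) and 2.04-fold (1.77 to 2.34) higher.

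Genes of cholesterol synthesis were lower in the MPS1i-medium library. Of 19 measured cholesterol genes 12 were lower, 0 higher and 7 neither, and all 19 lay below 0, with a median log2 ratio of -0.65 (-0.78 to -0.59) at percentile 0. Fdps (chromosome 3, 89093588 to 89101959) and Idi1, enzymes of isoprenoid synthesis, were 3.04-fold (2.60 to 3.57) and 2.90-fold (2.45 to 3.46) lower. In the ER stress and ATF4 list 6 of 18 measured genes were lower, 0 higher and 12 neither, with a median of -0.28 (percentile 0.09). The 6 were Atf4, Phgdh, Psat1, Asns, Slc7a5 and Chac1. Phgdh, the first enzyme of serine synthesis (chromosome 3, 98313170 to 98339990), was 6.10-fold lower (5.01 to 7.49), at a ratio of 0.316 in non-cycling cells, and Asns, asparagine synthetase, was 3.79-fold lower (3.20 to 4.50). The endoplasmic reticulum chaperone genes Hspa5 (759 and 874 CPM) and Calr (1079 and 1165 CPM) leaned the other way. Of 18 MYC and ribosome biogenesis genes 5 were lower and 13 neither, with a median of -0.32 (percentile 0.01) that was -0.17 in non-cycling cells. Cad, of pyrimidine synthesis, was 2.34-fold lower (1.71 to 3.22), at a ratio of 0.762 in thinned cells, and Nop56 was 1.65-fold lower (1.46 to 1.86), at 1.01 within the largest cluster.

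Lipid-handling and lysosomal genes differed little. Of 17 lipid-associated macrophage genes 1 was higher, the cholesterol exporter gene Abca1 (1.62-fold, 1.52 to 1.72, and 1.39-fold in cluster 0). The median was 0.22 (percentile 99.95), and 0.0085 in non-cycling cells. Spp1, osteopontin, stood at 4049 and 3220 CPM, at a ratio of 0.512 in non-cycling cells. Of 25 lysosome genes 1 was lower, Ctsc (1.51-fold, 1.39 to 1.65, at a ratio of 0.877 in non-cycling cells and under 1.5-fold in 5 other alternatives), with a median of 0.06 (percentile 96.1) that was -0.03 in non-cycling cells. In the osteoclast fusion list 3 of 6 measured genes were higher, with a median of 0.43 (percentile 99.99) that turned to -0.16 in non-cycling cells. These were Itgb3 (1.83-fold, 1.54 to 2.18, and 1.33-fold in non-cycling cells), Ctsk (8.81 and 13.7 CPM) and Dcstamp (2.36-fold, 1.75 to 3.22), which turned to a ratio of 0.618 in non-cycling cells.

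Of 15 immediate early genes 2 were higher, Btg2 (1.76-fold, 1.52 to 2.04, and 1.04-fold in non-cycling cells) and Nr4a1 (2.20 and 5.23 CPM, and 3.97-fold in thinned cells). The median was 0.31 (percentile 100), 0.07 in non-cycling cells and 0.16 in cluster 0. Of 11 heat shock genes 2 were higher, and both rested on few cells. Hspa1a stood at 1.41 and 23.6 CPM and Hspa1b at 1.59 and 20.2 CPM, and 3 cells held 83.6% and 85.4% of their UMIs in the MPS1i-medium library. The ratio of Hspa1b, 12.75, was 7.91 with at least 2000 genes and under 10% mitochondrial UMIs and 20.2 without the stromal-like cluster. The median of the list was 0.03 (percentile 76.2). None of 14 measured p53 targets was counted, with Mdm2 at 107 and 148 CPM and Ccng1 at 123.5 and 98.7 CPM and a median of 0.07 (percentile 90.3). Of 3 measured nuclear long noncoding RNAs 1 was higher, Malat1 (7395 and 11675 CPM), with a median of 0.35 (percentile 97.6).

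Matrix and aryl hydrocarbon receptor (AhR) genes carried transcripts of stromal-like cells. Of 15 measured matrix and protease genes 2 were higher, Mmp12 and Mmp13 (1.83-fold, 1.61 to 2.08), 3 were lower, among them Timp1 and Vcan, and 10 were neither. The median was 0.17 (percentile 99.4), 0.47 without the stromal-like cluster and 0.33 in non-cycling cells. A cluster of 7 control-medium and 13 MPS1i-medium stromal-like cells held 96.5% and 92.1% of the Timp1 UMIs. Timp1 stood at 37.9 and 11.7 CPM in all cells, at a ratio of 0.309 that was 0.697 without the stromal-like cluster. In cluster 0 its ratio of 1.54 (0.444 to 6.73) rested on 4 and 10 UMIs. Of 3 measured AhR targets 2 were higher, Tiparp (1.51-fold, 1.34 to 1.71, and 1.37-fold in thinned cells and under 1.5-fold in 3 other alternatives) and Nqo1 (1.84-fold, 1.43 to 2.39, and 1.22-fold in non-cycling cells), and 1 was lower, Cyp1b1 (1.97-fold, 1.60 to 2.42, at ratios of 1.02 in thinned and 1.805 in non-cycling cells), with a median of 0.60 (percentile 99.9). The same stromal-like cells held 100% and 99.3% of the Cyp1b1 UMIs.

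The third comparison asked how cells of both libraries fell into clusters. Cluster 0 held 429 control-medium and 1299 MPS1i-medium cells, so 75.2% (73.1 to 77.2%) of its 1728 cells came from MPS1i medium, against 68.7% of all 2067 cells. It was macrophage-like and was led by Cdkn1c, Clec4n, Itgax and Mmp12. Cluster 1, also macrophage-like, was led by the cell cycle genes Nusap1, Mki67, Pbk and Rrm2 and held 204 control-medium and 93 MPS1i-medium cells, 31.3% (26.1 to 36.9%) from MPS1i medium. It is defined by genes that differ between the libraries, so its share restates the cell cycle comparison. Cluster 2, led by the interferon-stimulated genes Iigp1, Ifit2 and Ifit1, held 8 and 14 cells (63.6%, 40.7 to 82.8%). Cluster 3 held 7 and 13 cells (65.0%, 40.8 to 84.6%) and was stromal-fibroblast-like, led by Col1a2, Sparc and Col1a1, and 1 of its MPS1i-medium cells carried the Emcn UMIs. With the cell cycle lists left out of the clustering there were 5 clusters, in which cell cycle genes still led a cluster of 168 control-medium and 61 MPS1i-medium cells. Those led by Itgax and H2-Aa, by Hspa1a and Cdkn1c, and by Ighm and Clec4a1 drew 63.6%, 84.9% and 82.5% of their cells from MPS1i medium. Leading genes were ranked on summed UMIs, so a few cells can put a gene first. UMIs of Hspa1a and H2-Aa lay in few cells, as given above, so these genes do not describe most cells of their clusters. With 1 library per group, a cluster mostly of 1 library may be that library and not a type.

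**Figure D3:**
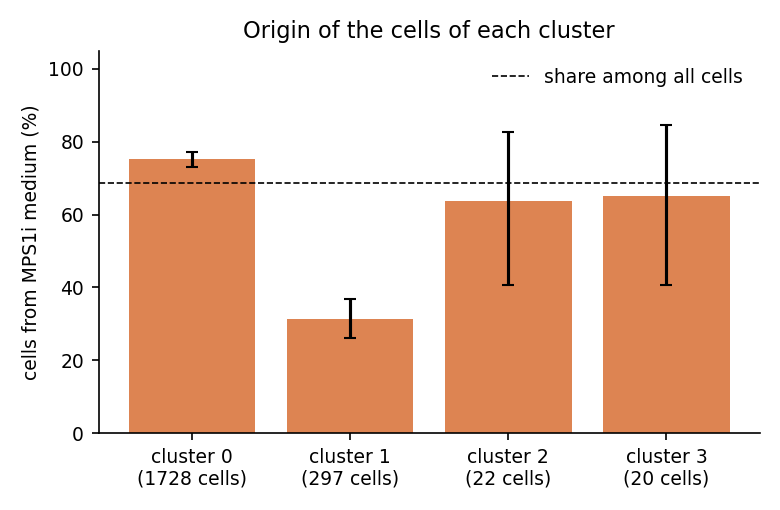
Share of each cluster's cells that came from the MPS1i-medium library (vertical axis, percent, bars with exact 95% binomial intervals), for 4 clusters with their numbers of cells. The dashed line is the share among all 2067 cells, 68.7%, and cluster 1 lies below it at 31.3%.

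Within each library, 4 of 9 measured M2 genes named in the study's text were higher in the cycling cluster 1 than in cluster 0, and 1 was lower. The 4 were Mrc1, Ccl2, Ccl4 and Ccl7 in the control-medium library. In the MPS1i-medium library Il21r (1.51-fold, 1.01 to 2.20) was counted and Mrc1 was under 1.5-fold. Mrc1 was 1.51-fold (1.43 to 1.59) higher in cluster 1 in the control-medium library and 1.44-fold (1.31 to 1.59) in the MPS1i-medium library. Ccl2 was 3.32-fold (3.05 to 3.61) and 5.197-fold (4.673 to 5.775) higher, Ccl7 3.37-fold (2.91 to 3.91) and 6.46-fold (5.47 to 7.63), and Ccl4 1.55-fold (1.42 to 1.69) and 3.26-fold (2.93 to 3.62). Cd274 was lower in the cycling cluster, at ratios of 0.447 and 0.485. In cluster 1 of the MPS1i-medium library, 3 of 93 cells held 33.7% of the Ccl2 UMIs and 41.2% of the Ccl7 UMIs. The median log2 ratio of the list was 0.31 (0.16 to 0.58) in the control-medium library and 0.53 (0.04 to 0.64) in the MPS1i-medium library. Clustering of thinned cells gave no cluster that matched cluster 1, and against the largest of them the other 2 stood at 0.86 and 0.48 in the control-medium library and at -0.26 and -0.80 in the MPS1i-medium library. The second of these mixed stromal genes such as Col1a1 with the cycle gene Cenpf.

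Between clusters 1 and 0, the intervals of the general alternative activation list held 0 in both libraries, at 0.01 (-0.15 to 0.12) and 0.12 (-0.03 to 0.35). In the clustering of thinned cells, where no cluster matched cluster 1, the first of the other 2 clusters against the largest stood at 0.44 (0.27 to 0.75) in the control-medium library and 0.32 (0.01 to 0.50) in the MPS1i-medium library, and the second at 0.07 (-0.11 to 0.45) and 0.12 (-0.61 to 0.85). The M1 list stood at 0.14 (-0.24 to 0.52) in the control-medium library and at 1.04 (0.35 to 1.29) in the MPS1i-medium library, where 4 of 7 measured members were higher in cluster 1 and 1, Ccl5, was lower. In thinned cells the M1 list stood at 0.09 (-0.31 to 0.78) and 0.11 (-0.63 to 0.26) for the first cluster and at -0.48 (-1.08 to 1.21) and 1.32 (0.13 to 1.83) for the second. Tnf was 1.93-fold (1.39 to 2.70) and 2.06-fold (1.32 to 3.12) higher in cluster 1, and Marcksl1 1.72-fold (1.38 to 2.14) and 2.46-fold (1.72 to 3.44). In cluster 1 of the MPS1i-medium library, 3 cells held 42.9% of the Tnf UMIs. Between the libraries within cluster 0, Mrc1 stood at 410 and 295 CPM and Ccl2 at 124 and 96.7 CPM. Within cluster 1 Mrc1 stood at 619 and 426 CPM and Ccl2 at 411 and 502.5 CPM, Ccl4 at 238 and 441 CPM and Ccl7 at 138 and 223 CPM.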

Values the study reported

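The study kept macrophages with at least 1400 detected genes and less than 15% mitochondrial transcripts. It grouped the macrophages given conditioned medium for 24 hr into 4 clusters. About 75% of the cells in its clusters 0 and 2 had received the secretome of MPS1i-treated B16F10 cells, and about 75% of the cells in its clusters 1 and 3 had received that of DMSO-treated cells.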

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

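The 3 patterns weighed here were chosen after the results were seen, and the bounds of every test were written before its value was computed. The alternative without the stromal-like cluster was chosen after the data were seen, as were the readings within the 6 clusters. Each explanation was set against the medium as the biological one, and with 1 library per group no test below can separate the medium from the library. Nor can any separate factors secreted by the melanoma cells from other differences between the media.

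MHC class II genes stand here because the libraries differed in opposite directions in 2 clusters, with a median log2 ratio of -0.64 in cluster 0 and 1.39 in cluster 1. The difference was not tested. In cluster 1, 3 cells held 99.3% of the MPS1i-medium UMIs and 85.2% of the control-medium UMIs of H2-Aa, H2-Ab1 and H2-Eb1, and in cluster 0, 3 cells held 26.3% and 54.4%. B cell and plasma cell markers were seen above the control-medium library in barcodes outside the cell filter, with 27 UMIs in the MPS1i-medium library and 2 in the control-medium library, and 23 of the 27 lay in 1 barcode of 1129 genes with 0 UMIs of macrophage markers. Stromal markers were too, with 12 and 1 UMIs, and 9 of the 12 lay in 1 barcode.

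Cell cycle genes were lower in the MPS1i-medium library. The bound for unequal depth per cell was a G2M median above 0.5 of its value, and in thinned cells it was -2.07. Thinning keeps each gene's expected share within a cell and evens only the weights of the cells. So it cannot speak to other effects of depth. Without the stromal-like cells the G2M median was -2.15, so neither the weights of deeper cells nor the stromal-like cells account for it. At least 5 S genes were seen in 208 of 640 control-medium and 136 of 1371 MPS1i-medium thinned cells. Among these cells the G2M median was -0.59 (-0.80 to -0.49), so lower levels inside cycling cells were not the whole of it. In cluster 1 of the 4 clusters the G2M median was -0.36 and the S median 0.22. In clusters 2 and 4 of the 6 clusters, led by replication and mitosis genes, the G2M medians were 0.14 and -0.09. The S medians there were 0.39 and 0.32, higher in the MPS1i-medium library. These clusters were built on cell cycle genes too. A smaller share of MPS1i-medium cells passed this threshold, which was set without the G2M list, so fewer cells in the cycle may be a part. A difference between 2 cultures that the medium did not make stays open, since there was 1 library per group.

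Cholesterol synthesis genes and the ATF4-linked genes Atf4, Chac1, Asns, Psat1, Phgdh and Slc7a5 were lower in the MPS1i-medium library. In cells with fewer than 3 cycle genes the cholesterol median was -0.43 (-0.60 to -0.33), which stayed just past 0.5 of its value, -0.33, and in thinned cells it was -0.63. The 6 ATF4-linked genes had a median of -1.61 (-1.95 to -1.26) in cells with fewer than 3 cycle genes against -2.15 in all cells, though they were picked as lower in the same data. Within clusters 0 to 4 of the 6 clusters, in that order, the cholesterol median was -0.07, 0.56, -0.93, -0.72 and -0.62 and the ATF4-linked median 0.06, -0.41, -2.52, -0.75 and -2.03, where clusters 0, 1 and 3 held at most 2.67% of cells with 10 cycle genes, cluster 2 held 30.04% and 39.45%, and cluster 4 held 100% in both libraries. By the bounds set, a lower share of cycling cells was not the whole cause for either group of genes. For cholesterol the weights of deeper cells, which are all that thinning evens, were not either. In clusters 0 and 1 the ATF4-linked intervals held 0 (-0.30 to 0.39 and -1.43 to 0.05), so the difference was not seen in every cluster. Which cells differ may depend on a state that was not tested.

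Glycolysis and hypoxia genes were higher in the MPS1i-medium library. With at least 2000 genes and under 10% mitochondrial UMIs the median was 0.51, and in cells with fewer than 3 cycle genes it was 0.46, so poor cells and the cycle were excluded as the whole cause. Whether all cells or a part of them differed was left undecided, since the ratio of the 25th percentiles over cells was 1.33 and its interval (1.15 to 1.44) reached below the bound of 1.2. Within the 6 clusters, which were built on these genes too, the median was -0.10 in 1 cluster of 78 and 366 cells, with 0 of 24 genes higher, and 0.28 to 0.70 in the 4 other macrophage clusters. A response of the macrophages to the medium may account for it, and so may a difference in the culture's density or oxygen, which was not tested.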

How the results depend on the processing

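Alternatives in cluster 0 only, without the stromal-like cluster and with at least 10 cycle genes were chosen after the data were seen. No paired analysis was possible because there was 1 library per group. Of 1273 other values of the named genes 990 stayed within the counting interval, 264 moved and 19 reversed, and of 237 values of the other list medians 199 stayed, 33 moved and 5 reversed. Removing doublets moved none of them. Most moves came with non-cycling cells and with cluster 0. The first leaves out cells with at least 3 cycle genes by construction. For the moves in cluster 0 and all others the cause was not tested. In the summed UMIs 18 of 24 M1 genes fell under the CPM minimum. Depth per cell left 8 and 48 cells out of the thinned counts, and small clusters rest on few cells.

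In non-cycling cells the medians were 0.0351 for alternative activation, -0.13 for study-text M2, 0.0503 for interferon, -0.026 for lysosome, -0.16 for osteoclast, -0.43 for cholesterol, 0.46 for glycolysis, -0.37 for S and -0.0228 for G2M genes. Ratios there were 1.211 for Hist1h1b, 1.667 for Spc25, 1.354 for Top2a, 1.474 for Cenpe, 0.9016 for Slfn5, 0.9565 for Cd36, 1.805 for Cyp1b1, 1.166 for Cenpa, 1.06 for Ccl7 and 0.6181 for Dcstamp. In cluster 0 only the medians were 0.0229 for alternative activation, -0.25 for study-text M2, -0.00233 for lysosome, -0.56 for cholesterol, 0.44 for glycolysis, -0.28 for S and -0.0379 for G2M genes, and ratios were 1.001 for Prc1, 1.027 for Cenpe and Tubb4b, 0.8992 for Slfn5, 1.005 for Nop56, 1.11 for Rfc2, 1.187 for Cenpa and 1.54 for Timp1, from 4 and 10 UMIs. Without the stromal-like cluster the medians were 0.0783 for alternative activation and -2.15 for G2M. In thinned cells the medians were 0.24 for M1, 0.0047 for MHC class II and -1.38 for S genes, and Cyp1b1 stood at 1.023. With the mean of cell CPM the cholesterol median was -0.54. With no CPM minimum the M1 median was -0.34, and with members at 20 CPM the alternative activation median was -0.15.

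With the lower required ratio, 1 M1 gene, 3 alternative activation genes, 1 M2 gene of the study's text and 24 glycolysis genes were higher, and 3 alternative activation and 5 M2 genes of the study's text were lower. With the higher required ratio of 2, 0 alternative activation and 5 glycolysis genes were higher, and 0 M1, 0 alternative activation, 0 study-text M2 and 4 cholesterol genes were lower. With at least 1000 or 2000 genes, 94.8% and 82.82% of MPS1i-medium barcodes passed.

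The shares of cells classed as cycling (control and MPS1i medium) were 88.28% and 83.22% with at least 2 genes, 44.38% and 19.4% with 5, and 26.72% and 5.981% with 10. They were 97.99% and 83.3% with all UMIs and 30.47% and 11.52% with the G2M list only. Of all control barcodes that reached the depth, 69.55% were classed so. The class counts genes seen and does not establish that a cell was in the cycle. The MPS1i-medium share of cluster 0 was 72.35% with polarisation lists kept, 88.39% with library-centred data, 82.36% with thinned cells and 69.57% with equal cell numbers, where each library gave 648 cells and so an equal share is expected, and that of cluster 1 was 25.1% with polarisation lists kept. M2 genes of the study's text in the cycling cluster against cluster 0 in the control-medium library had a median of 0.12 with library-centred data.

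No cluster matched cluster 0 with 6 clusters or without the cell cycle lists, cluster 1 with 6 clusters, thinned cells or equal cell numbers, cluster 2 in any alternative but thinned cells, or cluster 3 with thinned cells or equal cell numbers. Between the unmatched clusters of thinned cells, the study-text M2 median was 0.86 and 0.48 in the control-medium library, the direction with all UMIs, and -0.26 and -0.80 in the MPS1i-medium library, the opposite one. The alternative activation median was 0.44 and 0.07 in the control-medium library and 0.32 and 0.12 in the MPS1i-medium library there. The M1 median of the second cluster against the largest was -0.48 (-1.08 to 1.21) in the control-medium library.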

Other observations

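The values below were chosen after they were seen, from many combinations of genes and clusters, and no test was made of them. With 6 clusters, Phgdh and Asns, which make serine and asparagine, were lower in the MPS1i-medium library in the 2 clusters led by replication and mitosis genes, and also in the cluster led by Itgax and H2-Aa, which held few cycling cells. Phgdh stood at 74.9 and 11.9 CPM in the cluster led by Hells and Mcm2 and at 120 and 19.1 CPM in the cluster led by Nusap1 and Cenpf, and Asns stood at 79.8 and 15.3 CPM and at 82.1 and 21.5 CPM. In the cluster led by Itgax, Phgdh stood at 7.73 and 0.989 CPM and Asns at 17.8 and 7.91 CPM. That cluster held 75 control-medium and 207 MPS1i-medium cells, so values of a few CPM in it rest on few UMIs. In the largest cluster, led by Cdkn1c and Hilpda, Phgdh stood at 9.03 and 9.81 CPM and Asns at 17.6 and 18.9 CPM. Mrc1 (293 and 279 CPM) and Ccl2 (74.2 and 73.9 CPM) were also near equal in that largest cluster, but in the cluster led by Itgax Ccl2 stood at 27.0 and 209 CPM and Ccl7 at 5.41 and 70.2 CPM.

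The p53 targets had a median log2 ratio of 0.62 (0.37 to 0.84) in cluster 1 of the 4 clusters, where 7 of 14 were higher in the MPS1i-medium library, and of -0.00 in cluster 0. The p53 regulator gene Mdm2 stood at 103 and 309 CPM in cluster 1 and the cell cycle inhibitor gene Cdkn1a at 420 and 702 CPM. In that cluster 3 of 93 MPS1i-medium cells held 62.7% of the Mdm2 UMIs and 35.8% of the Cdkn1a UMIs. The list of immediate early genes, which cell handling induces, was alike there, with a median of 0.62 and 7 of 14 higher, and its member Btg2 stood at 15.1 and 102 CPM with 79.1% of the MPS1i-medium UMIs in 3 cells.

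Clusters of the study and those here were built separately. Here 75.2% of the cells of cluster 0 and 31.3% of those of cluster 1 came from MPS1i medium. These clusters held 66.2% and 31.5% of the control-medium cells and 91.5% and 6.55% of the MPS1i-medium cells.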
